# Multi-omics analysis explores the effect of chronic exercise on liver metabolic reprogramming in mice

**DOI:** 10.3389/fcell.2023.1199902

**Published:** 2023-06-20

**Authors:** Zhaoxu Lu, Ping Qian, Jiahui Chang, Xuejia He, Haifeng Zhang, Jian Wu, Ting Zhang, Jianxin Wu

**Keywords:** chronic exercise, transcriptome, proteome, acetyl-proteome, metabolome, liver

## Abstract

**Background:** The effect of exercise on human metabolism is obvious. However, the effect of chronic exercise on liver metabolism in mice is less well described.

**Methods:** The healthy adult mice running for 6 weeks as exercise model and sedentary mice as control were used to perform transcriptomic, proteomic, acetyl-proteomics, and metabolomics analysis. In addition, correlation analysis between transcriptome and proteome, and proteome and metabolome was conducted as well.

**Results:** In total, 88 mRNAs and 25 proteins were differentially regulated by chronic exercise. In particular, two proteins (Cyp4a10 and Cyp4a14) showed consistent trends (upregulated) at transcription and protein levels. KEGG enrichment analysis indicated that Cyp4a10 and Cyp4a14 are mainly involved in fatty acid degradation, retinol metabolism, arachidonic acid metabolism and PPAR signaling pathway. For acetyl-proteomics analysis, 185 differentially acetylated proteins and 207 differentially acetylated sites were identified. Then, 693 metabolites in positive mode and 537 metabolites in negative mode were identified, which were involved in metabolic pathways such as fatty acid metabolism, citrate cycle and glycolysis/gluconeogenesis.

**Conclusion:** Based on the results of transcriptomic, proteomics, acetyl-proteomics and metabolomics analysis, chronic moderate intensity exercise has certain effects on liver metabolism and protein synthesis in mice. Chronic moderate intensity exercise may participate in liver energy metabolism by influencing the expression of Cyp4a14, Cyp4a10, arachidonic acid and acetyl coenzyme A and regulating fatty acid degradation, arachidonic acid metabolism, fatty acyl metabolism and subsequent acetylation.

## 1 Introduction

Physical activity or exercise training is important not only for mental health but also for physical health and play major roles in the overall health status of humans. It has been reported that exercise can serve as a treatment for various diseases, including psychiatric diseases, cardiovascular diseases, neurological diseases, musculo-skeletal disorders, metabolic diseases, and cancer (Pedersen and Saltin, 2015). A review concluded that the cholesterol levels and blood lipids can be influenced by regular activity (Mann et al., 2014). Extensive studies have highlighted that increased physical exercise can significantly improve the glucose control in patients with type 2 diabetes and type 1 diabetes (Balducci et al., 2014; Riddell et al., 2017; Lu and Zhao, 2020; Kanaley et al., 2022). Fats and carbohydrates are the most important energy sources for exercise and physical activity. A review in 2015 delineated the effects of exercise on carbohydrate metabolism in skeletal muscle and systemic glucose homeostasis (Mul et al., 2015). Aucouturier et al. (2008) summarized the factors that affect carbohydrate and lipid metabolism during exercise in children. Taken together, the effect of exercise on human metabolism is obvious.

The liver is the central organ that controls systemic metabolic homeostasis, which regulates a series of metabolic functions such as the metabolism of amino acids, fatty acids and carbohydrates through integrating the complex signals from the portal (e.g., nutrient-rich blood from the spleen or intestines) and systemic (i.e., arterial blood) circulation (Murphy et al., 2020). Under the control of a complex transcriptional network, the liver not only provides the necessary metabolic substrate, i.e., glucose derived from liver glycogen, for skeletal muscle contraction, but also produces triglyceride-rich very low-density lipoproteins to fulfill the increased demand for energy of the whole body and maintain systemic metabolic balance (Jang et al., 2012; Murphy et al., 2020). Although exercise has potential benefits effects on systemic metabolism, its biological mechanisms is not sufficiently known.

Advances in omics technologies have made it possible to carry out large-scale molecular analysis for biological systems. Single omics investigations make the dependencies between biological features and the relationships between different molecular layers still elusive (Agamah et al., 2022). Information at multiple omics levels can provide more evidence for biological mechanisms at different molecular layers and further understand the complex mechanisms of biological processes and complex phenotypes. Proteomics is a study of proteomes to identify significantly altered proteins that represent the contents of cells, tissues, organisms, or biofluids (Qian X. et al., 2022). Metabolomics is a subject to analyze qualitatively and quantitatively endogenous metabolites in cells, biofluids and/or tissues (Song et al., 2019).

Herein, we conducted transcriptomics, proteomic, acetyl-proteomics and metabolomic profilings to explore the effect of chronic exercise on liver metabolism in mice. The crucial proteins, metabolites and important pathways involved in exercise affecting liver tissue metabolism in mice were also determined.

## 2 Materials and methods

### 2.1 Experimental animals

Adult C57BL/6J male mice (20–22 g, 8 weeks), purchased from Charles River Laboratory, were used in this study. After 1-week adaptation, mice were randomly divided into two groups: the chronic exercise (Exe) and the sedentary control (Con). The mice were housed in a 12-h light/dark cycle (light on at 6:00 a.m.) in a temperature- and humidity-controlled condition (22°C ± 2°C) with free access to food and water. All animal procedures were conducted during rodents’ nocturnal phase (6:00 p.m.–12:00 p.m.). The animal experiments were complied with the institutional ethical guidelines and approved by the Ethics Committee on Animal Care and Use of the Capital Institute of Pediatrics (DWLL2021015).

### 2.2 Chronic exercise protocol

The moderate-intensity treadmill exercise was performed as previously described (Qian P. et al., 2022). The training stage lasted for 6 weeks, five consecutive days per week and 60 min per day. The assigned speed was 12 m/min for the first 2 weeks and added 1 m/min biweekly. The running distance for each mouse covered 22 km approximately in the training stage. The Con mice remained in the same room without access to the treadmills throughout the experiment.

### 2.3 Tissue collection

Mice from each group were euthanized and sacrificed by cervical dislocation within 24 h after the last exercise. The mouse chest was opened and the heart was perfused with saline until the liver turned white. Avoiding the major blood vessels and bile ducts at the lobe stem, liver tissues were then excised and frozen in liquid nitrogen and then stored at −80°C until assays. Principal component analysis (PCA) was performed to exclude the outliers. Transcriptomics and metabolomics analysis was performed on liver tissue samples from 12 mice (n = 6, both group). For proteomics and acetyl-proteomics analysis, liver tissue samples from 8 mice were used (n = 4, both groups).

### 2.4 Transcriptomics analysis

Total RNAs were isolated from liver tissue samples with TRIzol reagent. Based on the DNBseq platform (PE150 strategy), sequencing was performed. The clean reads were obtained from RNA-sequencing results by removing the sequence with low quality including adapter sequences, sequences with quality score <20, sequences with N base rate of raw reads >10% and sequence less than 25bp. HISAT was used to align clean reads with the reference genome GCF_000001635.27_GRCm39. Differential expression analysis was performed using the DESeq. Differentially expressed genes (DEGs) were obtained with |log_2_FC| > 1 and Q-value ≤ 0.05. David was used to perform GO and KEGG enrichment analysis for DEGs with *p*. adjust < 0.05.

### 2.5 Liquid chromatography-tandem mass spectrometry analysis

Liquid chromatography-tandem mass spectrometry was performed at PTM Bio lab (Hangzhou, China). Protein extraction, trypsin digestion, and acetylated peptide enrichment was performed as described by Qian P. et al. (2022). Liquid chromatography-tandem mass spectrometry was performed as previously described (Qian P. et al., 2022) with a minor modification of the following parameters: Peptides for proteome were separated with a gradient from 6% to 24% solvent B (0.1% formic acid in acetonitrile) over 70 min, 24%–35% in 14 min and climbing to 80% in 3 min then holding at 80% for the last 3 min. Peptides for acetylome were separated with a gradient from 7% to 24% solvent B over 40 min, 24%–32% in 12 min and climbing to 80% in 4 min then holding at 80% for the last 4 min. Database searching was performed as previously described with a minor modification of the following parameters: The mass tolerance for precursor ions was set as 20 ppm in first search and 20 ppm in mainsearch, and the mass tolerance for fragment ions was set as 20 ppm.

### 2.6 Proteomics and acetyl-proteomics analysis

Differentially expressed proteins (DEPs), differentially acetylated proteins (DAPs) and differentially acetylated sites (DASs) were determined with *p*-value < 0.05, and fold change (FC) cutoff as 1.5. The subcellular structure of the protein were annotated using WoLF PSORT software. GO and KEGG enrichment analysis was performed with *p*-value < 0.05.

### 2.7 Metabolomics analysis

The liver tissue sample stored at −80°C refrigerator was thawed on ice. The thawed sample was homogenized for 20 s, and then centrifuged at 3,000 rpm for 30 s (4°C). A 400 μL solution (Methanol: Water = 7:3, V/V) containing internal standard was added in to 20 mg grinded sample, and shaked at 1,500 rpm for 5 min. After placing on ice for 15 min, the sample was centrifuged at 12,000 rpm for 10 min (4°C). A 300 μL of supernatant was collected and placed in −20°C for 30 min. After centrifuged at 12,000 rpm for 3 min (4°C), a 200 μL aliquots of supernatant were transferred for LC-MS analysis. The metabolic profile was analyzed in both ESI-positive and ESI-negative ion modes. The Waters ACQUITY UPLC HSS T3 C18 (1.8 µm, 2.1 mm × 100 mm) was employed in both positive and negative modes. The LC-MS raw data were converted to an mzXML format by the ProteoWizard software. Data pretreatment was performed using package XCMS in R 3.5.1. The potential metabolite was appraised by searching the laboratory’s self-built database, integrated public database, AI database and metDNA. Differential metabolites (DEMs) were determined by variable importance value (VIP) > 1 with *p*-value < 0.05 based on a Student’s *t*-test and plotted by the ComplexHeatmap package in R. KEGG enrichment analysis was performed using KEGG database with *p*-value < 0.05.

## 3 Results

### 3.1 Chronic exercise altered the transcriptome of liver tissue in mice

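Liver RNA of 12 adult male C57BL/6J mice was sequenced, 6 from the sedentary control (Con) group and 6 from the chronic exercise (Exe) group. The Exe mice ran on a treadmill at moderate intensity for 6 weeks, 5 days per week and 60 min per day. Livers were perfused with saline and taken within 24 h of the last run. Each mouse gave its own library, numbered Con 1 to Con 6 and Exe 1 to Exe 6. The authors aligned the clean reads to the mouse genome GRCm39 with HISAT, and the values they deposited are FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), given to 2 decimals. The paper's text does not name the tool that computed them or a scaling between mice. The files list 16821 genes by NCBI gene ID and symbol, of which 17 were at 0 in all 12 mice. The FPKM of a mouse summed to between 735200 and 820107. No read counts were used, so the depth in reads is unknown and no counting error is given. The relative depth of the mice was estimated from 60 genes with so few reads that their FPKM stepped in whole multiples, and lay between 0.979 and 1.015 (largest standard error 0.0062). Spearman's rho between mice, taken across genes, which are not independent replicates, was between 0.981 and 0.987 for the 66 pairs of mice.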

To investigate the effects of chronic exercise on the transcriptome of liver tissue in mice, transcriptomics analysis was performed. 

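Between groups, log2(FPKM + 1) was compared with limma (linear model with the group as the only term, and moderated variances that follow the mean expression). The comparison covered the 10241 genes with an FPKM of at least 1 in at least 6 of the 12 mice. On this scale the log2 fold change of genes with low FPKM is understated. With Benjamini-Hochberg adjustment, 0 genes passed both an adjusted p of 0.05 and an absolute log2 fold change over 1, with 0 higher and 0 lower in Exe mice. At any fold change, 0 genes reached an adjusted p of 0.05, and the smallest adjusted p from limma was 0.519. At an unadjusted p of 0.05, 636 genes passed, 437 higher and 199 lower in Exe mice, where 512 would pass by chance. With quantile normalization between mice, 617 genes passed and the share that was higher in Exe mice went from 68.7% to 56.4%. With each mouse left out in turn, this count went from 418 genes without Exe 2 to 905 genes without Exe 5. Without the filter on low values, 1 gene passed an adjusted p of 0.05 at any fold change, namely D630003M21Rik with a log2 fold change of -0.22 (adjusted p = 0.0476 from limma). In data simulated with the same number of mice and a log2 fold change of 1 in 200 genes, the same test called 190 of them. The median estimate there was 0.993, so these calls cannot all have passed a log2 fold change over 1 as well. The simulated genes varied independently, and the adjustment is milder with 200 changed genes than with a few. The 190 calls therefore do not exclude changes of this size in the mice.

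The ratio of the group means, without a test, was past 2 in either direction for 1750 of the 16804 genes above 0 in any mouse, 792 higher and 958 lower in Exe mice. One group was listed at 0 for 1029 of these genes. For 1199 genes (68.5%) the ratio rested on 1 mouse, since it was no longer past 2 in the same direction when the mouse with the highest value was left out. A ratio only a little over 2 can be counted in this way though several mice differ. Cyp4a10 fell from 2.32 to 1.91 without Exe 2, with 5 of the 6 Exe mice above every Con mouse. The share to be reached by chance was not computed. The highest value lay in Con 6 for 308 genes, more than in any other mouse. With the filter at a mean over the 12 mice of at least 1 FPKM, 26 genes were past 2, 5 higher and 21 lower, and 20 of the ratios rested on 1 mouse.

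**Figure D1:**
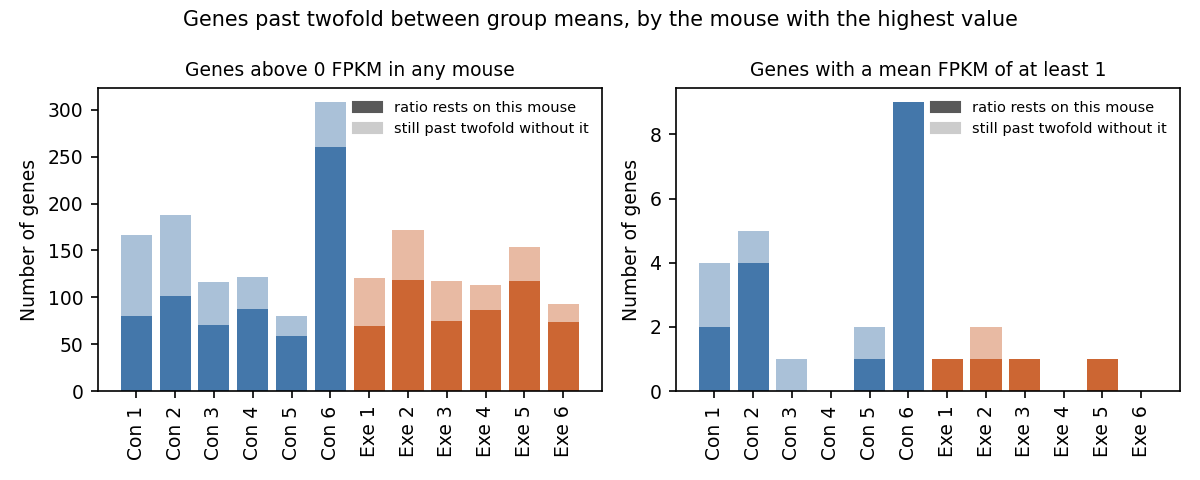
Number of genes with a ratio of the group means past 2, counted at the mouse that holds the highest value of the gene, for Con (blue) and Exe (orange) mice. The dark part of a bar counts the genes whose ratio is no longer past 2 in the same direction without that mouse. This is 260 of 308 in Con 6 for genes above 0 FPKM in any mouse and 9 of 9 in Con 6 for genes with a mean of at least 1 FPKM.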

Compared with Con group, a total of 88 mRNAs, including 28 up- and 60 downregulated, were recognized as DEGs with |log_2_FC| > 1 and Q-value ≤ 0.05 in Exe group (Figures 1A, B). 

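Members of 3 pathways of lipid and retinol metabolism were tested as lists with limma's camera (inter-gene correlation set to 0.01, p-values adjusted by Benjamini-Hochberg over these 3 lists and a list of PPARA target genes). The lists were fixed before the data were examined, but they hold Cyp4a10 and Cyp4a14, which the paper named from these samples, so a pass of these genes is not independent evidence. Of the fatty acid degradation list, 42 genes were tested and 29 were higher in Exe mice, with a median log2 fold change of 0.056 and an adjusted p of 0.0297 from camera. This adjusted p ranged from 0.000402 to 0.793 over the 21 alternatives, and the list was past 0.05 in 6 of the 12 fits that each left out 1 mouse. Of 100 divisions of the mice 6 against 6, the real one included, 38 gave a camera p as small for this list. The adjusted p of 0.0297 therefore overstates the evidence. Of the retinol metabolism list, 30 of 53 genes were higher (median 0.034), with an adjusted p of 0.188 from camera and a range from 0.00919 to 0.827 over the alternatives. Its median changed sign under quantile normalization between mice, to -0.0053. Of the arachidonic acid metabolism list, 24 of 41 genes were higher (median 0.039), with the same adjusted p from camera and a range from 0.0105 to 0.793. No list was past 0.05 under fry, limma's rotation test, or with an inter-gene correlation estimated from the data. The lowest adjusted p of the 3 lists was 0.491 under fry.

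Of the single genes on these lists, 0 reached an adjusted p of 0.05 from limma over all genes tested, and 4, 9 and 9 passed an unadjusted p of 0.05. Adjusted over the list alone, 2 genes of fatty acid degradation, 6 of retinol metabolism and 5 of arachidonic acid metabolism reached 0.05.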

Functional enrichment analysis indicated that these 88 DEGs were involved in multiple metabolic pathways, including metabolism of cofactors and vitamins, amino acid metabolism, lipid metabolism and carbohydrate metabolism (Figures 1C–E). Specifically, these metabolic pathways include retinol metabolism (Cyp1a1, Cyp4a10, and Cyp4a14), fatty acid metabolism (fatty acid degradation (Cyp4a10 and Cyp4a14) and fatty acid biosynthesis), vitamin digestion and absorption, fat digestion and absorption, carbohydrate digestion and absorption, glycerolipid metabolism, and arachidonic acid metabolism (Cyp4a10 and Cyp4a14).

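Cyp4a10 (NCBI gene ID 13117) was at 79.04 ± 26.1 FPKM in Con mice and 183.4 ± 86.1 FPKM in Exe mice (SD, n = 6 mice in each group). Its log2 fold change on the log2(FPKM + 1) scale was 1.17 (standard error 0.29), with an adjusted p of 0.581 from limma with Benjamini-Hochberg adjustment. Cyp4a14 (13119) was at 17.7 ± 12.1 FPKM in Con mice and 91.3 ± 98.5 FPKM in Exe mice, a log2 fold change of 2.13 (standard error 0.55, adjusted p = 0.657 from the same limma test). For both genes, the exact two-sided permutation test of the log2 values gave p = 0.00433 over the 924 ways to divide the mice into groups of 6. Cyp1a1 (13076) was at 0.53 ± 0.065 FPKM in Con mice and 1.27 ± 1.45 FPKM in Exe mice, below the filter on low values. Its log2 fold change was 0.39 (standard error 0.27), a scale that understates the change of a gene this low, with an exact two-sided permutation p of 0.258 (n = 6). Exe 2 held 4.12 FPKM of Cyp1a1, and without this mouse the log2 fold change was 0.12.

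Of 26 genes of pancreatic acinar cells, 22 were highest in Exe 5, but 2 of the 3 most abundant there were not: Cela1 was at 9.78 FPKM in Exe 5 against 16.4 FPKM in Con 4, and Ctrb1 at 3.62 FPKM against 4.26 FPKM in Exe 4. Amy2a5 was at 6.60 FPKM in Exe 5 and at 0.63 FPKM or lower in the other 11 mice, of which 8 were at 0. Pnlip was at 2.42 FPKM in Exe 5 and at 0 in 10 of the other mice. Cela2a was at 3.42 FPKM in Exe 5 against 0.60 to 1.65 FPKM in the others.

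**Figure D2:**
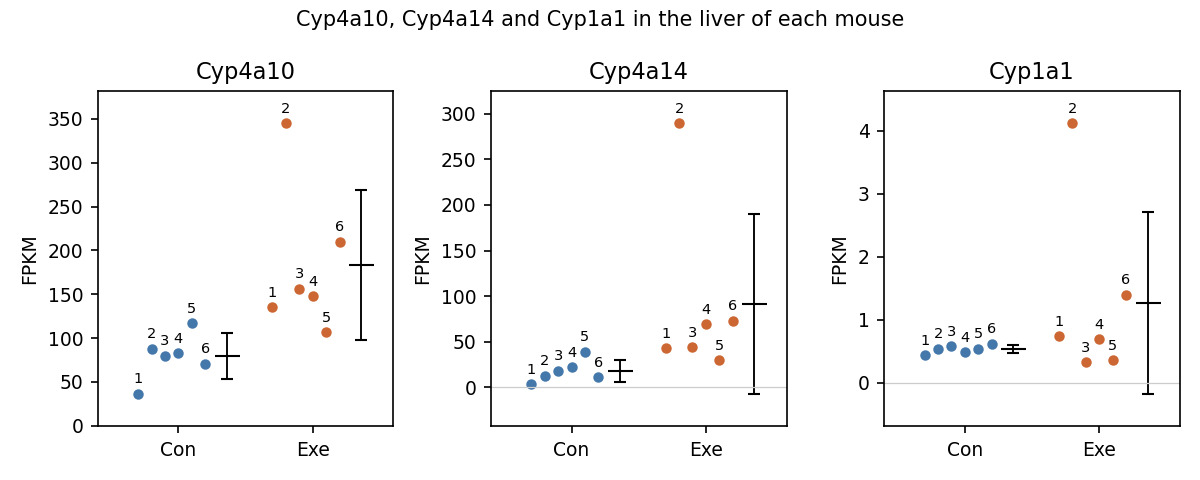
FPKM of Cyp4a10, Cyp4a14 and Cyp1a1 in each Con (blue) and Exe (orange) mouse, with the replicate number at each point and the mean and SD of the 6 mice beside them. Exe 2 holds the highest value of all 3 genes.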

**FIGURE 1:**
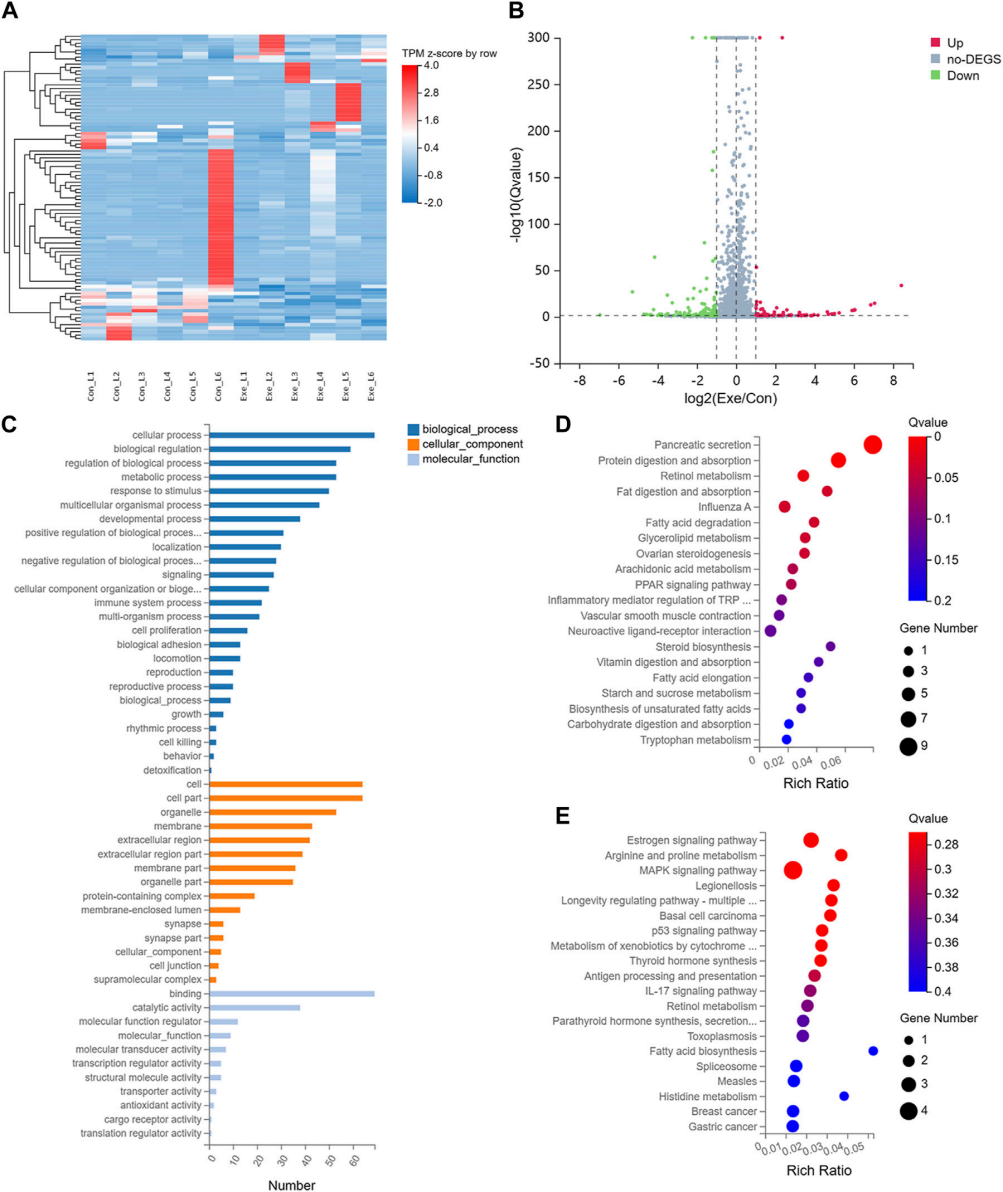
Transcriptomics analysis **(A)** Heatmap of the DEGs. **(B)** Volcano plot of the DEGs. **(C)** GO analysis for DEGs. **(D)** KEGG pathway annotation for upregulated DEGs. **(E)** KEGG pathway annotation for downregulated DEGs.

### 3.2 Proteomics changes

Due to post-transcriptional regulation as well as post-translational regulation, mRNA expression levels are not representative of protein levels. As the main executors of cell functions, proteins are the main effector molecules that ultimately participate in cell biological processes. Herein, proteomics analysis was further performed. Compared with Con group, a total of 25 DEPs, including 10 up- and 15 downregulated DEPs, were identified in Exe group (Figures 2A, B). These 25 proteins were predicted to distribute in virtually every subcellular compartment (Figure 2C). Similarly, functional enrichment analysis was performed for these 25 proteins (Figures 2D–G). Cyp4a14, Cyp4a10, Cyp2c54, and Rdh13 were involved in retinol metabolism pathway, Cyp4a14, Cyp4a10, and Cyp2c54 were involved in arachidonic acid metabolism and inflammatory mediator regulation of TRP channels pathway, and Cyp4a14 and Cyp4a10 were involved in fatty acid degradation, vascular smooth muscle contraction and PPAR signaling pathway. In addition, Rela and Optn were involved in mitophagy pathway. As an autophagy adaptor, Optn plays crucial roles in selective ubiquitination of damaged mitochondria (Yamano et al., 2020).

**FIGURE 2:**
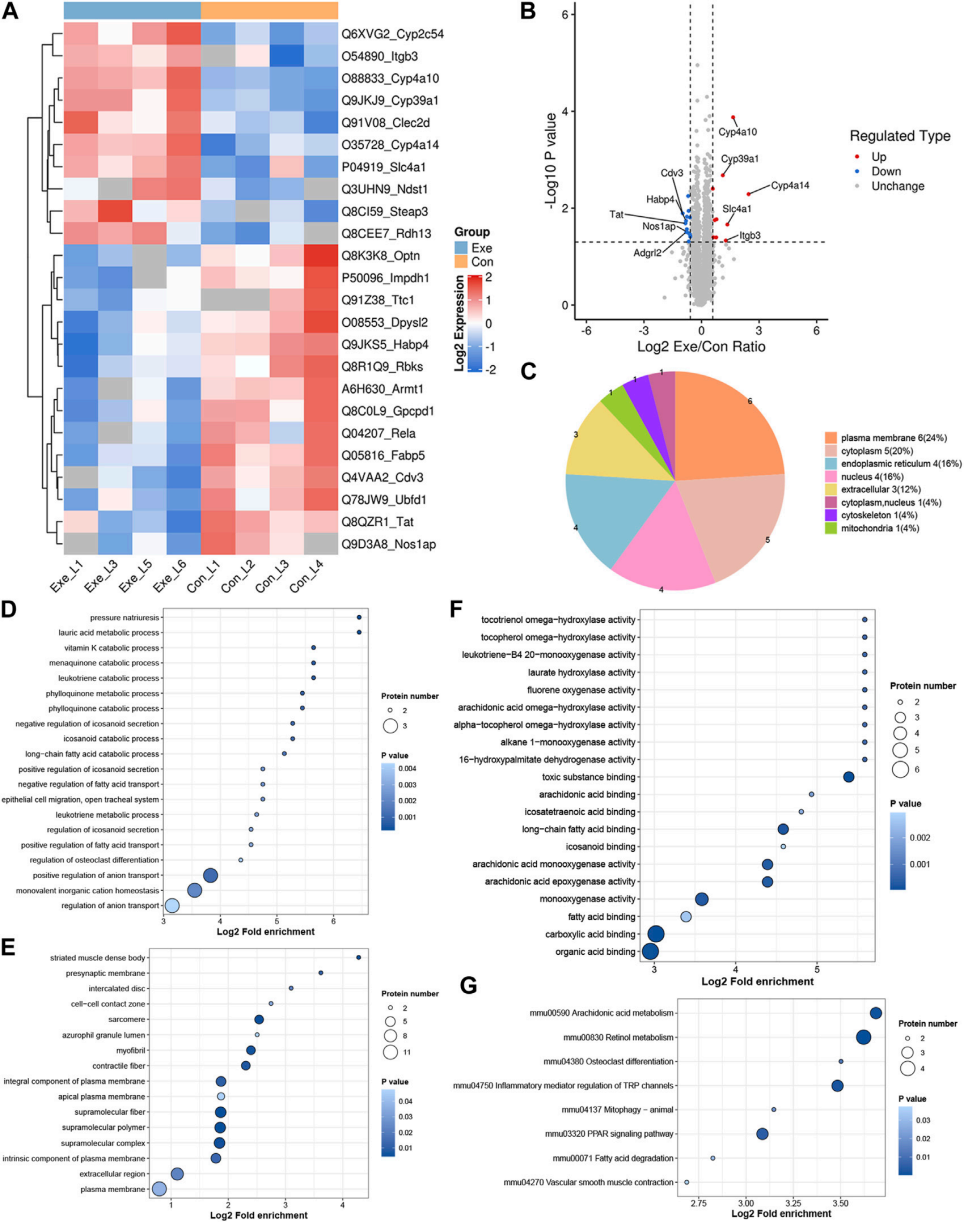
Proteomics analysis **(A)** Heatmap of the DEPs. **(B)** Volcano plot of the DEPs. **(C)**. Subcellular distribution for DEPs. **(D–F)** GO analysis for DEPs, **(D)** biological process, **(E)** cellular component, **(F)** molecular function. **(G)** KEGG pathway annotation for DEPs.

### 3.3 Correlation analysis between transcriptome and proteome

The potential regulatory relationships between proteins and transcripts can be quickly understood by analyzing the correlation between transcriptome and proteome. In this study, 15,841 genes and protein quantified, and 4,246 genes were quantified at both the transcription level and the protein level (Figure 3A). 

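In the transcriptome, 16804 genes had an FPKM above 0 in at least 1 of the 12 mice, 16291 in at least 1 Con mouse and 16288 in at least 1 Exe mouse. In a single mouse, between 14595 and 15066 genes were above 0. Above 0 in all 12 mice were 13280 genes, and 10354 genes had a group mean of at least 1 FPKM in either group. The protein level was not analysed here.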

In total, 88 DEGs and 25 DEPs were obtained between Con and Exe group. Furthermore, to determine the complementarity and integration of mRNAs and proteins, the concordance in the directions of change between mRNA and protein level was evaluated. 

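At the transcription level, Cyp4a10 lay between 36.4 and 116.9 FPKM in the 6 Con mice and between 106.3 and 344.9 FPKM in the 6 Exe mice. Cyp4a14 lay between 3.54 and 38.8 FPKM in Con mice and between 29.3 and 289.5 FPKM in Exe mice. For both genes, 5 of the 6 Exe mice were above every Con mouse, and Exe 5 was the exception. The ratio of the group means was 2.32 for Cyp4a10 and 5.16 for Cyp4a14. Without Exe 2, which holds the highest value of both genes, it was 1.91 and 2.92. With each mouse left out in turn, the log2 fold change on the log2(FPKM + 1) scale stayed between 0.97 and 1.31 for Cyp4a10, lowest without Con 1. For Cyp4a14 it stayed between 1.7 and 2.4, lowest without Exe 2. Over the 19 alternatives, the adjusted p from limma with Benjamini-Hochberg adjustment was between 0.332 and 0.9993 for Cyp4a10 and between 0.363 and 0.9993 for Cyp4a14. Cyp4a31 and Cyp4a32, paralogs with which reads could be shared and which were chosen after their values were seen, had log2 fold changes of 0.14 (adjusted p = 0.955 from limma) and -0.08 (adjusted p = 0.964).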

As presented in Figure 3B, only two proteins (Cyp4a10 and Cyp4a14) exhibited the same expression trends (upregulated) at both the transcription level and the protein level, which revealed the widespread existence of active post-transcriptional and post-translational regulation. Functional enrichment analysis was performed for Cyp4a10 and Cyp4a14 (Figures 3C–F). The biological processes analyzed by GO for Cyp4a10 and Cyp4a14 were mainly involved in various metabolic pathways, such as, lauric acid metabolic process, menaquinone catabolic process, leukotriene catabolic process and vitamin K catabolic process (Figure 3C). KEGG enrichment analysisindicated that Cyp4a10 and Cyp4a14 are mainly involved in fatty acid degradation, retinol metabolism, arachidonic acid metabolism and PPAR signaling pathway (Figure 3F).

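Without Cyp4a10 and Cyp4a14, 27 of the 40 remaining genes of the fatty acid degradation list were higher in Exe mice, and the adjusted p from camera, over 4 lists, was 0.193 where the list with both genes was past 0.05. For retinol metabolism, 28 of 51 genes were higher (median log2 fold change 0.025), and for arachidonic acid metabolism 22 of 39 (median 0.034), each with an adjusted p of 0.433 from camera. At an unadjusted p of 0.05, 2 genes of fatty acid degradation and 7 each of retinol and arachidonic acid metabolism remained. Adjusted over the list alone, 0, 4 and 3 genes reached 0.05, with Cyp2c50, Cyp2c54 and Cyp2c70 on both of the latter lists and Ugt1a9 on that of retinol metabolism. Cyp2c50, Cyp2c70 and Ugt1a9 were named after their values were seen. Over all genes tested, 0 reached an adjusted p of 0.05 from limma.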

**FIGURE 3:**
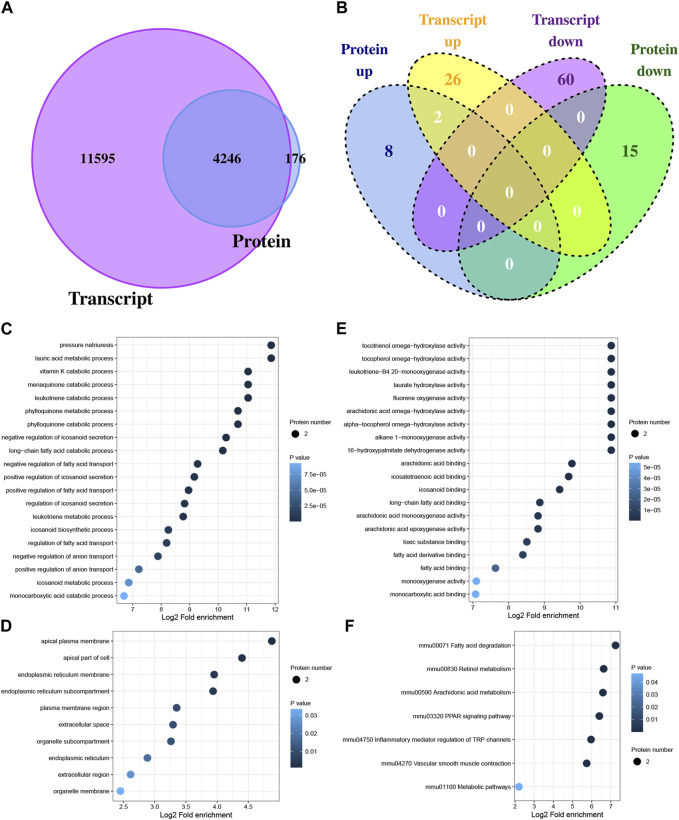
Correlation analysis between DEGs and DEPs **(A)** Venn diagram displaying the genes and protein quantified. **(B)** Venn diagram displaying the DEGs and DEPs. **(C–E)** GO analysis for proteins with concordant directions at both the mRNA and protein level, **(C)** biological process, **(D)** cellular component, **(E)** molecular function. **(F)** KEGG pathway annotation for proteins with concordant directions at both the mRNA and protein level.

### 3.4 Identification of acetylation landscape in the mouse liver

Both transcriptomic and proteomic results demonstrated the effect of chronic exercise on liver metabolism in mice, prompting an investigation of acetylation. In total, 185 DAPs and 207 DASs (64 up- and 143 downregulated) were detected in acetyl-proteomics analysis (Figure 4A). These 185 proteins were predicted to distribute in virtually every subcellular compartment, with cytoplasm and mitochondria the most dominant localizations (Figure 4B). Among them, 44 proteins were mitochondrial proteome based on MitoCarta (Figure 4C). Functional enrichment analysis was performed for these 185 proteins (Figures 4D–G). KEGG analysis indicated that upregulated DAPs were significant enriched in fatty acid biosynthesis (Fasn, Acsl1 and Acsl5) and PPAR signaling pathway (Apoa2, Acsl1, Cpt1a, Acsl5 and Acox2), while downregulated DAPs were significant enriched in fatty acid degradation (Cyp4a12a, Cyp4a10, Adh5, Acadvl, Acat2, Adh4, Acox3, Ehhadh, Acsl1 and Acsl5), Citrate cycle (TCA cycle) (Mdh2, Mdh1, Aco1, Pc, and Aco2), retinol metabolism (Cyp4a12a, Cyp4a10, Adh4, Adh5, Rdh16, Ugt2a3), PPAR signaling pathway (Cyp4a12a, Cyp4a10, Ehhadh, Acox3, Acsl1 and Acsl5). Among them, Acsl1, Acadvl, Mdh2, Ehhadh and Aco2 involved in the above pathways were mitochondrial proteins.

**FIGURE 4:**
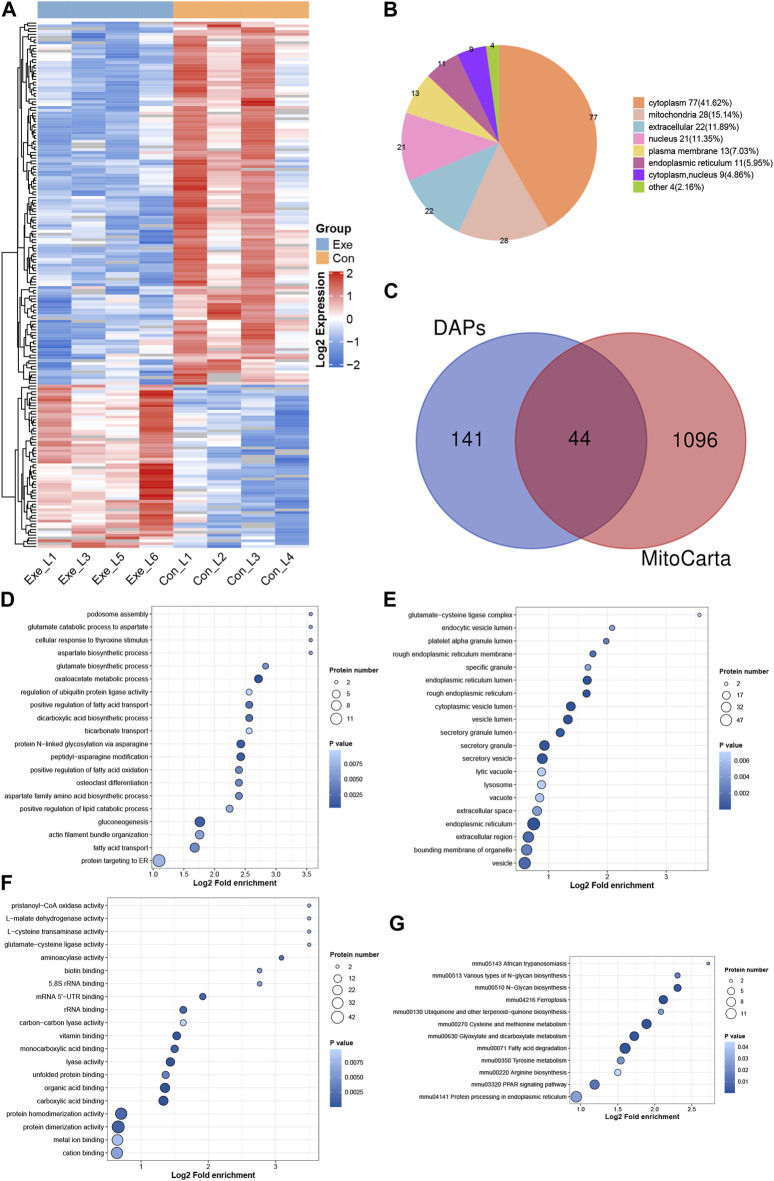
Acetyl-proteomics analysis **(A)** Heatmap of the DASs. **(B)** Subcellular distribution for DAPs. **(C)**. Venn diagram showing the overlap between the DAPs and proteins identified in MitoCarta. **(D–F)** GO analysis for DAPs, **(D)** biological process, **(E)** cellular component, **(F)** molecular function. **(G)** KEGG pathway annotation for DAPs.

### 3.5 Effect of chronic exercise on liver metabolites in mice

Previous study had indicated that some substances were easily detected in positive mode, whereas others were easily in negative mode (Ding et al., 2021). To expand the possibility of identification and determination of the metabolites in the samples, a combination of positive mode and negative mode was used in this study. Compared with Con group, 693 DEMs in positive mode and 537 DEMs in negative mode were identified. There was only one DEM, coenzyme A, identified in both two modes. The results of pathway analysis displayed that only one pathway, namely, fatty acid degradation, was enriched in both positive and negative modes.

In positive mode, the Orthogonal projections to latent structure-discriminant analysis (OPLS-DA) score plot exhibited distinct clusters between two groups (Figure 5A). Compared with Con group, 693 DEMs were identified, among which 71 metabolites were significantly increased, and 622 metabolites showed a downward trend in Exe group (Figure 5B). These metabolites included amino acids and their metabolites, glycerides, fatty acyl metabolites, carbohydrates and their metabolites, among which there were 8 free fatty acid metabolites, 11 glycerolipid metabolites and 43 glycerophospholipids, majority of which were low expressed in the Exe group. KEGG pathway analysis revealed that these 693 metabolites were enriched in inflammatory mediator regulation of TRP channels (Arachidonic acid, Capsaicin, 2-Dilinoleoyl-sn-glycerol), vascular smooth muscle contraction (20-Hydroxyeicosatetraenoic acid, arachidonic acid, 1,2-Dilinoleoyl-sn-glycerol, Norepinephrine), fatty acid degradation (trans-Oct-2-enoyl-CoA and Carnitine C16:0) and fatty acid metabolism (trans-Oct-2-enoyl-CoA and Carnitine C16:0) (Figure 5C).

**FIGURE 5:**
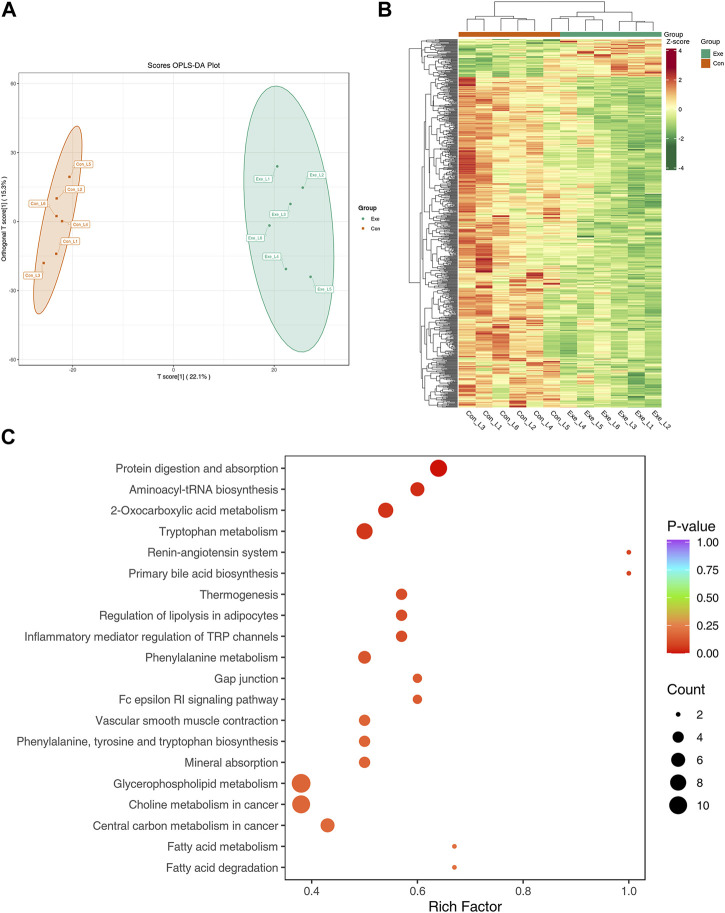
Metabolomics analysis in positive mode **(A)** OPLS-DA score plot of metabolome in positive mode. **(B)** Heatmap of the DEMs in positive mode. **(C)** KEGG pathway annotation for DEMs in positive mode.

In negative mode, the metabolomics analysis result showed that there were significant differences in the OPLS-DA score between the Con group and the Exe group (Figure 6A). Compared with Con group, 537 DEMs were screened in the Exe group, including 76 upregulated and 461 downregulated (Figure 6B). There were 3 free fatty acid metabolites, 8 glycerolipid metabolites and 15 glycerophospholipids, majority of which were low expressed in the Exe group. KEGG pathway analysis revealed that these 537 metabolites were enriched in citrate cycle (TCA cycle) (acetyl coenzyme A, phosphoenolpyruvate, cis-aconitic acid), HIF-1 signaling pathway (glucose, L-lactic acid, acetyl coenzyme A), fatty acid degradation (coenzyme A, acetyl coenzyme A, glutaric acid), AMPK signaling pathway, and glycolysis/gluconeogenesis (Figure 6C).

**FIGURE 6:**
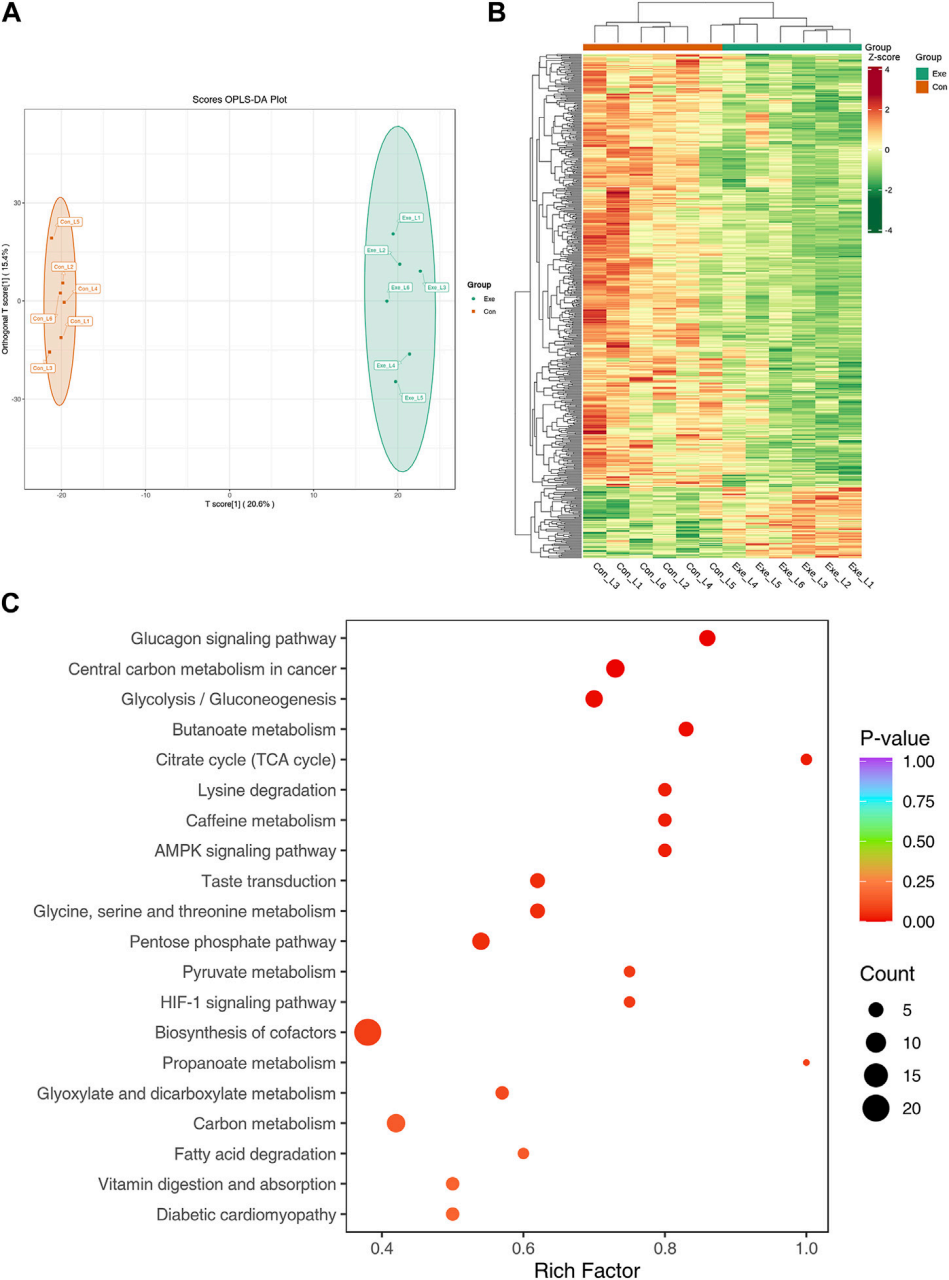
Metabolomics analysis in negative mode **(A)** OPLS-DA score plot of metabolome in negative mode. **(B)** Heatmap of the DEMs in negative mode. **(C)** KEGG pathway annotation for DEMs in negative mode.

### 3.6 Correlation analysis between proteome and metabolome

In order to investigate the potential association between proteome and metabolome, the overlapping pathways in both DEPs and DEMs were identified. As shown in Figure 7A, fatty acid degradation, vascular smooth muscle contraction, HIF-1 signaling pathway, inflammatory mediator regulation of TRP channels, and glycerophospholipid metabolism were common pathways in both DEPs and DEMs in positive mode. As shown in Figure 7B, fatty acid degradation, HIF-1 signaling pathway, inflammatory mediator regulation of TRP channels, glycerophospholipid metabolism, and PPAR signaling pathway were common pathways in both DEPs and DEMs in negative mode. In addition, spearman correlation coefficient was used to evaluate the correlation between DEPs and DEMs. The results indicated that 1,2-Dilinoleoyl-sn-glycerol was negatively associated with Cyp4a14 and Cyp4a10, 20-Hydroxyeicosatetraenoic acid was negatively associated with Cyp4a10, and arachidonic acid was negatively associated with Optn in positive mode (Figure 7C); acetyl coenzyme A was negatively associated with Cyp4a14 and Cyp4a10, acetyl coenzyme A and L-lactic acid were positively associated with Optn in negative mode (Figure 7D).

**FIGURE 7:**
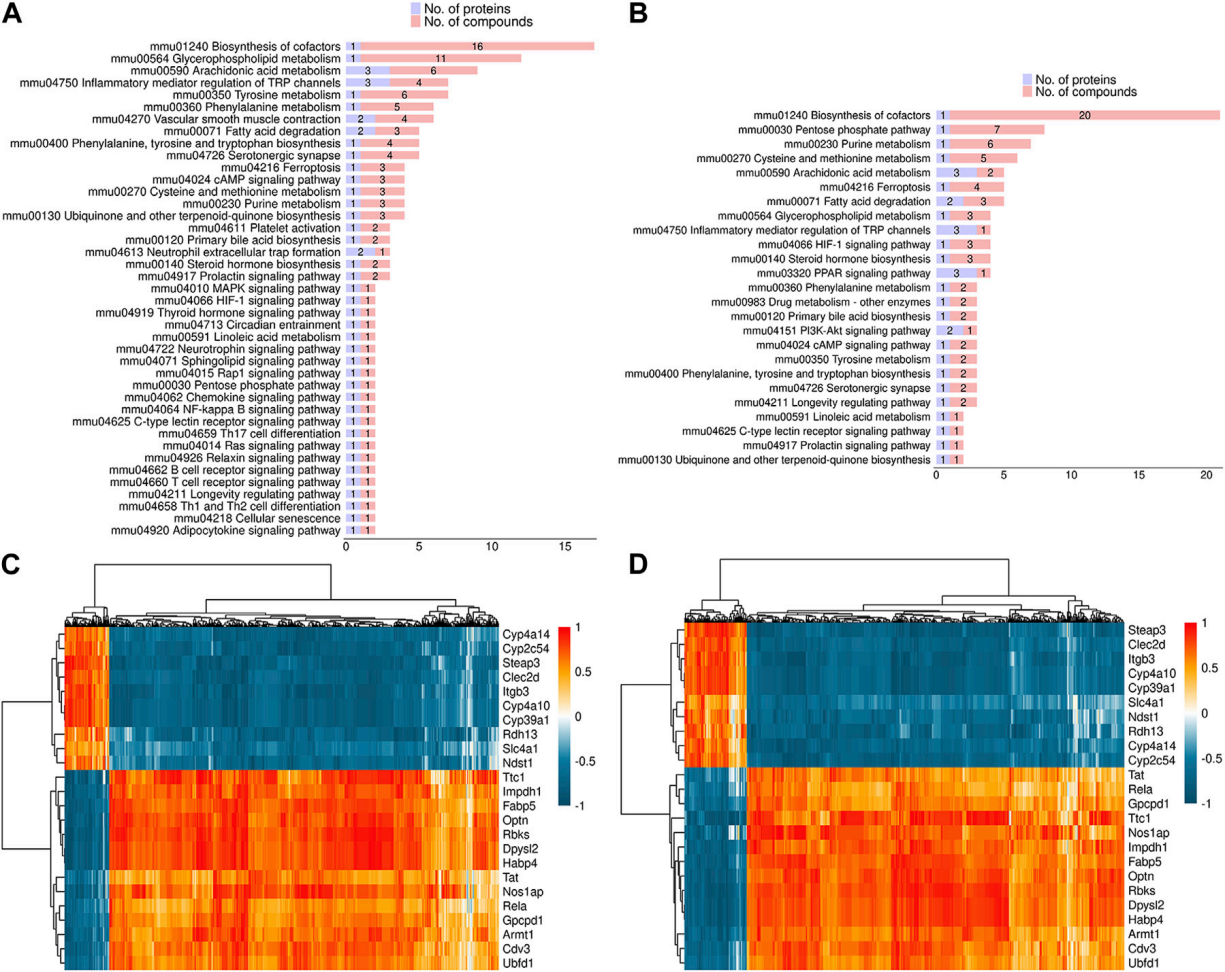
Correlation analysis between DEPs and DEMs **(A,B)** The common pathways in both DEPs and DEMs in positive **(A)** and negative mode **(B)**. **(C,D)** Spearman correlation analysis between DEPs and DEMs in positive **(C)** and negative mode **(D)**.

## 4 Discussion

Although exercise has potential benefits effects on systemic metabolism, its biological mechanisms is not sufficiently known. The current study is the first study to provide a comprehensive molecular characterization of the liver tissue in Exe and Con mice at the transcriptomic, proteomic, acetyl-proteomics, and metabolomic levels. In total, 88 DEGs, 25 DEPs, 185 DAPs, 207 DASs, and 693 DEMs in positive mode and 537 DEMs in negative mode were identified between Con and Exe group. In addition, the correlation analysis between transcriptome and proteome, and proteome and metabolome was also conducted to explore the possible regulatory relationships among the various omics data.

Peroxisome proliferation-activated receptors (PPARs) are fatty acid receptors that control the transcription of target genes, and all three of its isotypes (PPARα, PPARβ/δ and PPARγ) bind lipids and control lipid homeostasis in the liver (Montagner et al., 2016). The CYP4A subfamily are cytochrome P450 (P450) fatty acid hydroxylases that contribute to the ω-hydroxylation of fatty acids and participate in the metabolism of fatty acids (Nyagode et al., 2014). It is well known that Cyp4a10 and 4a14, the members of CYP4A subfamily, were the classic downstream target genes of PPARα. PPARα, expressed highly in hepatocytes, is a classic regulator for lipid and glucose metabolism (Xu et al., 2022). The activation of PPARα is beneficial to improve systemic fatty acid homeostasis and energy balance (Luo et al., 2016; Montagner et al., 2016). Specifically, the energy sensor PPARα is activated with lipids such as fatty acid, dimerizes with RXR to form PPAR-RXR complex and then upregulates the expression of PPARα target genes (i.e., Cyp4a14 and Cyp4a10), which serves a role in fatty acid degradation, oxidation, transport, synthesis, lipolysis, gluconeogenesis, autophagy and so on (Montagner et al., 2016; Wang et al., 2021; Xu et al., 2022). Notably, the upregulated Cyp4a14 and Cyp4a10 in the liver are responsible for catalyzing the ω-hydroxylation of arachidonic acid and medium-chain fatty acid, indicating an increased fatty acid oxidation efficiency, inhibition of lipid accumulation and increased demand for energy (von Hardenberg et al., 2018; Xu et al., 2011; Fu and Klaassen, 2014; Wu et al., 2020). Previous mice study indicated that fasting upregulated the mRNA relative expression content of PPARα, Cyp4a14 and Cyp4a10 in liver, which regulated glycerol use for gluconeogenesis to fulfill the increased demand for energy of the whole body and contributed to systemic fatty acid homeostasis (Montagner et al., 2016). In congruence with previous reports, the current study found high expressed hepatic Cyp4a10 and Cyp4a14 were the only two proteins that exhibited consistent expression trends at both the transcription level and the protein level and were involved in fatty acid degradation and arachidonic acid metabolism. PPAR signaling pathway was activated in liver of Exe mice as indicated by significant upregulation of Cyp4a14 and Cyp4a10. 

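A list of PPARA target genes, fixed before the data were examined, holds 41 genes that were tested, and 23 of them were higher and 18 lower in Exe mice. The median log2 fold change was 0.018. From limma's camera the adjusted p was 0.865, with Benjamini-Hochberg adjustment over 4 lists. It ranged from 0.122 to 0.966 over the alternatives. Camera gave the direction of the list as down, opposite to the sign of this median. The median was below 0 in 3 of the 12 fits that each left out 1 mouse, without Con 1, Exe 2 or Exe 6, and under quantile normalization between mice. An absolute log2 fold change over 1 was seen in 2 genes, Cyp4a10 and Cyp4a14. These were also the 2 genes that reached 0.05 when adjusted over the list alone, each with an adjusted p of 0.0351 from limma, where 0 did so over all genes tested and 5 passed an unadjusted p of 0.05. The paper named both from these samples, so this pass is not independent evidence. From the upregulation of these 2 genes the paper concludes that the PPAR signaling pathway was activated in the liver of Exe mice.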

To the authors’ knowledge, this phenomenon is demonstrated for the first time in both the transcriptome and proteome, suggesting that chronic exercise induces complex changes in fatty acid turnover and the induction of PPAR alpha is consequent to the changes in fatty acid delivery to the liver, with Cyp4a10 and Cyp4a14 and other PPAR alpha target genes being induced downstream of PPAR alpha activation.

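Of the other 39 PPARA target genes tested, 21 were higher and 18 lower in Exe mice, with a median log2 fold change of 0.0085. The adjusted p from limma's camera, over the 4 lists without Cyp4a10 and Cyp4a14, was 0.433. Camera's direction for these 39 genes was down, although their median was above 0 (0.016 over all genes tested). At an unadjusted p of 0.05, 3 of them passed, and 0 did so with Benjamini-Hochberg adjustment, over all genes or over the list alone. Their log2 fold changes ran from -0.44 (Vnn1, adjusted p = 0.761 from limma) to 0.43 (Acot1, adjusted p = 0.8997). Ppara, the gene of PPAR alpha, was at 30.5 ± 4.17 FPKM in Con mice and 29.4 ± 5.78 FPKM in Exe mice (SD, n = 6), a log2 fold change of -0.07 (adjusted p = 0.966 from limma). Vnn1, Acot1 and Ppara were named after their values were seen.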

The eukaryotic proteome contains hundreds of different types of posttranslational modifications, among which acetylation is one of the major types with multiple effects on protein levels and metabolome levels (Drazic et al., 2016). Acetylation affects protein functions through a variety of mechanisms, including regulation of protein stability, enzyme activity, subcellular localization, and control of protein-protein and protein-DNA interactions (Narita et al., 2019). Protein acetylation usually occurs in two distinct forms, acetylation at their N^α^-termini of the nascent polypeptide chains and acetylation at the ε-amino group of lysine (Drazic et al., 2016). Lysine ε-acetylation is a major feature in the regulation of mitochondrial metabolism and 63% of proteins localized to mitochondria contain lysine acetylation sites (Baeza et al., 2016). Acetyl-proteomics analysis detected 185 DAPs, of which 44 proteins were mitochondrial proteins, such as Acsl1, Acadvl, Mdh2, and Aco2, involved in lipid, amino acid and vitamin metabolism. Acsl1, as a PPARα target or co-activator, converts free long-chain fatty acids into fatty acyl-CoA esters, and thereby plays a key role in lipid biosynthesis and fatty acid degradation (Thering et al., 2009). Lu et al. (2014) indicated that high expression of Acsl1 implied activation of PPARα, which enhanced fatty acid metabolism through increasing fatty acid binding and co-activation. Acadvl catalyzes the first step of the mitochondrial fatty acid beta-oxidation pathway. It has been well-recognized that Mdh2 catalyzes the reversible oxidation of malic acid to oxaloacetic acid in the TCA cycle. Aco2 catalyzes the interconversion of citrate to isocitrate via cis-aconitate in the second step of the TCA cycle. Taken together, acetyl-proteomics analysis also uncovered the effect of chronic exercise on liver tissue metabolism in mice.

It has been well known that physical activity has beneficial effects on lipid metabolism (Shanmugam et al., 2020). The metabolomics analysis indicated a notably different metabolome between Exe group and Con group in both positive mode and negative mode. These metabolites included amino acids and their metabolites, glycerides, fatty acyl metabolites, carbohydrates and their metabolites, and were involved in metabolic pathways such as fatty acid metabolism, citrate cycle and glycolysis/gluconeogenesis. Correlation analysis between proteome and metabolome uncovered multiple important interactions between metabolites and proteins. For instance, arachidonic acid was negatively associated with Optn, acetyl coenzyme A was negatively associated with Cyp4a14 and Cyp4a10, and acetyl coenzyme A was positively associated with Optn. Acetyl-coenzyme A is an important chemical in the human body and a source of carbon for the synthesis of lipoic acid, cholesterol and ketone bodies. It is generated in various metabolic processes, including lipid metabolism, ketone body metabolism, amino acid catabolism, and fatty acids metabolism (Trefely et al., 2020). By influencing the acetylation profile of several proteins, Acetyl-coenzyme A controls key cellular processes, including energy metabolism, mitosis, and autophagy, both directly and via the epigenetic regulation of gene expression (Pietrocola et al., 2015). Arachidonic acid is an essential fatty acid and an important factor for the function of all cells, particularly in the nervous system, immune system, and vascular endothelium (Kursun et al., 2022). It has a variety of physiological functions, which is a component of the phospholipid bilayer of cell membranes, a regulator of gene expression, a vasodilator/vasoconstrictor, and also plays an important role in the nervous system (Zhou et al., 2021).

Based on the results of transcriptomic, proteomics, acetyl-proteomics and metabolomics analysis, chronic moderate intensity exercise has certain effects on liver metabolism and protein synthesis in mice. Chronic moderate intensity exercise may participate in liver energy metabolism by influencing the expression of Cyp4a14, Cyp4a10, arachidonic acid and acetyl coenzyme A and regulating fatty acid degradation, arachidonic acid metabolism, fatty acyl metabolism and subsequent acetylation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: The transcriptomics data have been deposited to the GSE229755 dataset (GSE229755, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229755). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD041538 (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD041538). Metabolomics data have been deposited to the EMBL-EBI MetaboLights database (DOI: 10.1093/nar/gkz1019, PMID: 31691833) with the identifier MTBLS7609 (https://www.ebi.ac.uk/metabolights/MTBLS7609).

How the deposited data were processed for this re-analysis (not part of the article)

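Liver RNA of 6 Con and 6 Exe mice was sequenced, with a library per mouse. The authors removed low-quality reads, aligned the rest to GRCm39 with HISAT and deposited FPKM to 2 decimals. The tool and annotation release behind the FPKM and any scaling between mice are not named in the paper's text. The values were not whole numbers, and their sums differed between mice. Of the 16821 genes listed, 16710 NCBI gene IDs were found in the RefSeq table of GRCm38.p6, which was used for names only. The authors' differential expression analysis used DESeq. Tools that need counts were not used, because FPKM are not counts, and the plan made before the data were examined gave limma for this case. Proteomics, acetyl-proteomics and metabolomics data were not analysed here.

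The depth in reads per mouse is unknown. The relative depth was estimated from genes with FPKM in whole multiples of a smallest step, a method tested on simulated reads, where its largest error was 0.0073. Each gene in each mouse is a single measurement, so the spread between the 6 mice of a group is the only error given.

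Values were analysed in R 4.3.3 with limma 3.58.1, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A pseudocount of 1 was added before the log2. This understates the change of low genes. Genes with an FPKM of at least 1 in at least 6 of the 12 mice were fitted with lmFit and eBayes with a trend, with Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p of 0.05 and an absolute log2 fold change over 1. The fit was tested on simulated data with 200 changed genes. It called 190, 197 and 198 of them at log2 fold changes of 1, 1.5 and 2. Among the unchanged genes it made 16, 16 and 6 calls, and 0 calls with no change. At a log2 fold change of 1 the median estimate was 0.993, so the 190 calls cannot all have passed the fold change threshold. They do not measure how many genes would pass both thresholds. The simulated genes varied independently, and the adjustment is milder with 200 changed genes than with a few. These calls therefore do not exclude changes of this size in the mice. For single genes, an exact two-sided permutation test of the difference in mean log2 values was run, whose smallest p is 0.00217. Gene lists were tested with camera at an inter-gene correlation of 0.01, and p-values were adjusted over 4 lists: PPARA targets, fatty acid degradation, retinol metabolism and arachidonic acid metabolism. Correlations over 10 or more mice were tested with 100000 permutations.

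Before the data were examined, 19 marker lists with genes in the files were also fixed, for pancreatic acinar cells, bile duct and gallbladder epithelium, skeletal muscle, adipose tissue, red blood cells, neutrophils, B and plasma cells, T cells, squamous epithelium, mesothelium, smooth muscle and fibroblasts, adrenal gland, kidney, intestine, heart muscle, circadian clock, heat shock and immediate early genes, male genes and hepatocytes. A list for female mice had 0 of its genes in the files. The FPKM of each list were summed per mouse, and a mouse stood out where Dixon's ratio in its group of 6 was above the critical value at 95%. A list of 8 acute-phase genes and its tests were chosen after the data were seen.

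The genes named were fixed by a rule set before the data were examined: every gene the paper names in its transcriptome results, the genes past both thresholds, the genes the paper names for its protein and acetylation results, and up to 5 genes of a marker list in a mouse in which it stood out. Other genes were named after their values were seen: Cyp4a31, Cyp4a32, Cyp1a2, Ppara, Vnn1, Acot1, Cyp2c50, Cyp2c70, Ugt1a9, D630003M21Rik and the acute-phase genes. Ppara was at first on the list for the protein and acetylation results, and was taken off it after its values were seen.

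The alternatives were quantile normalization, robust variance moderation, no filter, a stricter filter, a pseudocount of 0.1, the replicate number as a block, each mouse left out in turn, a fold change from the group means, a test against a log2 fold change of 1, fry, an estimated inter-gene correlation, and lists without Cyp4a10 and Cyp4a14. Settings that need counts were not run. Added after seeing the data were an acute-phase covariate, and counts of ratios past 2 among genes whose highest mouse had at least 1 FPKM, with and without 0.01 FPKM added to the group means. Groups were also redrawn in 100 of the 462 possible splits of the mice into groups of 6.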

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

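All tests of an explanation below were chosen after the values they measure had been seen. Dixon's ratio was above its critical value at 95% for 6 of 38 sets of 6 mice (19 marker lists in 2 groups), where chance gives 2, and for 2 of the 6 sets of the 3 named Cyp genes. The alternative measure, the mean of the log2 values, gave 5 list results.

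The pancreatic acinar list summed to 41.1 FPKM in Exe 5 and to between 13.7 and 17.9 FPKM in the other Exe mice, so that Exe 5 lay far from the rest of its group (Dixon's ratio 0.845). Of the 26 genes, 2 have a mean of at least 1 FPKM over the 12 mice. Sequencing depth does not explain this, since FPKM are already scaled to depth and the relative depth of Exe 5 was 1.01. The checks of depth below could likewise hardly come out otherwise, so they exclude little. A lower share of hepatocytes does not explain the high sum of Exe 5 either, since its hepatocyte list was at 112.0% of the median of the other 11 mice. Whether exercise has a part in it stays open. Of the other 5 Exe mice, 1 had a sum above every Con mouse, but all 5 were above each Con mouse except Con 4 (17.4 FPKM). Between groups, the mean log2 values of the list had an exact two-sided permutation p of 0.0628 (adjusted over 19 lists 0.370). Pancreas tissue in the sample is a candidate explanation, since 22 of the 26 genes were highest in Exe 5. The most abundant were Cela1 (9.78 FPKM, against 16.4 in Con 4), Amy2a5 (6.60), Ctrb1 (3.62, against 4.26 in Exe 4), Cela2a (3.42) and Pnlip (2.42).

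The neutrophil list summed to 754.3 FPKM in Con 1 and 660.5 FPKM in Exe 5, and both stood far from their groups (Dixon's ratio 0.6796 and 0.797). By the mean of the log2 values neither stood out, and Exe 3 (1.97) was above Exe 5 (1.86). Lcn2, which hepatocytes also make, was 95.3% of the sum in Con 1 and 92.3% in Exe 5. Of the 12 genes, 3 have a mean of at least 1 FPKM. Without Lcn2 the sum of Exe 5 (51.1 FPKM) was at 92.1% of that of Exe 3 (55.47 FPKM), so Exe 5 no longer stood out alone. Both were above the other Exe mice, which lay between 9.58 and 18.68 FPKM. Neutrophils therefore do not set Exe 5 apart from Exe 3, but a part of neutrophils in Exe 5 stays open. In Con 1 they stay open too, since the list without Lcn2 stood out there again (Dixon's ratio 0.652). An acute-phase response of the liver may also raise Lcn2. Over the 12 mice, Lcn2 rose with the mean of 7 other acute-phase genes, with Spearman's rho 0.923 (p = 3e-05) and Pearson's r 0.929 (p = 2e-05, permutation tests). Without Con 1 and Exe 5, the farthest mice, r was 0.892 (p = 0.00097, permutation test). Within groups it was 0.928 in Con mice (p = 0.00833) and 0.983 in Exe mice (p = 0.00139, exact permutation tests, two-sided). This was the only relation of this kind computed for Lcn2. The design gives no condition that separates these 2 mice from the others of their groups.

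Exe 5 also stood out in the list of B and plasma cells, with a sum of 8.61 FPKM against 5.34 to 6.46 FPKM (Dixon's ratio 0.6575), and in the list of T cells, with 5.41 FPKM against 2.94 to 3.70 FPKM (0.692). Of these genes, 2 of 6 and 0 of 9 have a mean of at least 1 FPKM. The relative depth of 1.01 is too close to 1 for a difference in sequencing depth. Blood left in the sample is a candidate explanation, since the red blood cell list of Exe 5 was 1.41 times that of the next highest of the 12 mice. Against the median of the other mice, it was 2.51 times as high, B and plasma cells 1.6 times and T cells 1.7 times. A change in the cells of the liver itself was not tested.

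The heart muscle list summed to 3.62 FPKM in Exe 2 and to 0.28 to 0.91 FPKM in the other Exe mice (Dixon's ratio 0.811), and 0 of its 9 genes has a mean of at least 1 FPKM. Tnnt2 made up 64.4% of the sum, at 2.33 FPKM. Heart tissue in the sample may be a source, and 4 of the other 8 genes were above every other mouse in Exe 2. The highest of the other 8 genes, Tnni3, was at 0.40 FPKM in Exe 2 against 0.63 FPKM in Con 4. Whether heart tissue was present could not be decided, since these values are too low to exclude or require it. No biological explanation was tested.

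Exe 2 lay far from the other Exe mice in Cyp4a14 (Dixon's ratio 0.832) and Cyp1a1 (0.716). Its relative depth was 0.979, which does not explain ratios of 3.96 and 2.94 over the highest of the other Exe mice. Reads moved from Cyp4a10 to its paralog Cyp4a14 would lower Cyp4a10, which was 1.64 times as high in Exe 2 as in the next Exe mouse. Reads of Cyp1a2 counted on Cyp1a1 would raise both alike, and Cyp1a2 was 1.51 times as high. A higher PPARA activity in this mouse may be the source for Cyp4a14. Of the other 39 PPARA target genes, 18 had their highest Exe value in Exe 2, but their mean log2 value was higher in Exe 6 (6.24 against 6.18), so this stays open. Exercise does not separate Exe 2 from the other Exe mice.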

How the results depend on the processing

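Over 244 values under alternatives, 215 kept their direction and their side of the threshold, or stayed close to the reported count. The upregulated and downregulated DEGs, 21 values each, repeat the count of DEGs, since 0 DEGs leaves 0 in either direction. The 215 therefore overstate how stable the results were. For genes at an unadjusted p of 0.05, counts from 502 to 905 were taken as close to 636, and 418 was not. For genes quantified, 13280 was taken as close to 16804, and 10354 was not. With Exe against Con mice, 0 genes passed both thresholds in each of the 21 alternatives, beside 636 at an unadjusted p of 0.05 in the reported fit. Of these alternatives, the fold change from the group means and the test against a log2 fold change of 1 could give no other count, since 0 genes reached an adjusted p of 0.05. Settings that need counts were not run. Left out are settings that cannot change a value. These are robust variance moderation for the gene lists and, for Cyp1a1, that setting and other filters. Cyp1a1 is below the filter and was judged by its permutation p. Quantile normalization is also left out for Cyp1a1, and its effect on this gene was not examined. The acute-phase covariate and the filter on the highest mouse were chosen after seeing the data. Where a value changed, the cause was not tested, except that the stricter filters on FPKM leave fewer genes to count and each fit without a mouse has fewer mice.

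Without a filter on low values, 1 gene reached an adjusted p of 0.05 at any fold change, where the reported count is 0. The number of genes at an unadjusted p of 0.05 went from 418 (without Exe 2) to 905 (without Exe 5) across the 12 fits that each left out 1 mouse.

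The fatty acid degradation list, past its threshold in the reported test, was not so in 12 of 21 alternatives, all of which kept its direction. Its median log2 fold change was 0.0072 under quantile normalization and 0.022 with the acute-phase covariate. It was 0.056 under fry, with an estimated inter-gene correlation and without Cyp4a10 and Cyp4a14. It ran from 0.019 (without Con 1) to 0.0999 (without Exe 5) across the leave-one-out fits. The PPARA target list changed sign to -0.014 under quantile normalization and -0.018 with the covariate, and ran from -0.023 (without Con 1) to 0.068 (without Exe 3). The retinol metabolism list changed sign to -0.0053 and -0.0059 under the same settings, and ran from 0.0018 (without Exe 2) to 0.065 (without Exe 5). It passed 0.05 without Con 5 and without Exe 5. The arachidonic acid metabolism list ran from 0.013 (without Con 1) to 0.091 (without Exe 5), where alone it passed 0.05, and was 0.0035 without a filter and 0.0063 with the covariate.

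With the replicate number as a block, the fatty acid degradation list kept a median of 0.056 but had an adjusted p of 0.0689 from camera (0.000402 to 0.793 over all alternatives), and 567 genes passed an unadjusted p of 0.05. The exact two-sided permutation p of Cyp4a10 and Cyp4a14 went from 0.00433 to 0.0625 each with the block. With the block, far fewer divisions are possible than the 924 without it, so the smallest p that can be reached is higher. The rise alone therefore does not show weaker evidence. The replicate numbers do not pair the mice: the deviations of mice with the same number had correlations between -0.478 and 0.165 across genes.

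Of the genes with a ratio of the group means past 2, 1199 of 1750 (68.5%) rested on 1 mouse, that is, were no longer past 2 without their highest mouse. A ratio only a little over 2 can be counted in this way though several mice differ. With medians in place of means this was 338 of 903 (37.4%). It was 20 of 26 (76.9%) among genes with a mean of at least 1 FPKM, 79 of 98 (80.6%) among genes whose highest mouse had at least 1 FPKM, and 76 of 93 (81.7%) among these with 0.01 FPKM added. With a group mean of at least 1 FPKM required, 10354 genes were quantified. Cyp4a10 and Cyp4a14 kept their direction in 19 alternatives each, with an adjusted p above 0.05 in all of them, and Cyp1a1 kept its direction in 14, with a permutation p above 0.05 in all of them. The log2 fold change of Cyp4a10 fell below 1 in 2 fits, to 0.97 both without Con 1 and without Exe 2.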

Differences from the paper's values

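The paper reports 88 DEGs, where 0 genes passed the same thresholds here, beside 636 at an unadjusted p of 0.05. It reports 28 upregulated DEGs against 0 and 60 downregulated DEGs against 0. Of the alternatives set before the data were examined, none of those that were run closed these gaps, since each gave 0. The planned settings that need counts were not run, so the paper's own test, DESeq, was not tried. A count without a test came within 1.5 times of the paper's: among genes whose highest mouse had at least 1 FPKM, a setting chosen after seeing the values, 98 had a ratio of the group means past 2, 31 higher and 67 lower in Exe mice. With 0.01 FPKM added to the group means, also chosen after seeing the values, these were 93, 30 and 63.

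The paper counts Cyp4a10, Cyp4a14 and Cyp1a1 among the DEGs. From limma with Benjamini-Hochberg adjustment, their adjusted p was 0.581, 0.657 and, without the filter on low values, 0.956. Over the alternatives it ran from 0.332 to 0.9993 for Cyp4a10 and from 0.363 to 0.9993 for Cyp4a14. Cyp4a10 and Cyp4a14 passed both thresholds when adjusted over a list alone, at an adjusted p of 0.0351 over the PPARA targets, 0.036 over fatty acid degradation, 0.0246 over retinol metabolism and 0.0191 over arachidonic acid metabolism. By the ratio of the group means without a test, all 3 genes were past 2, at 2.32, 5.16 and 2.38. Without Exe 2, the ratio was 1.91, 2.92 and 1.32.

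The paper proposes that other PPAR alpha target genes are induced downstream of PPAR alpha. Of the other 39 tested, 21 were higher and 18 lower in Exe mice.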

Other observations

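All tests of an explanation below were chosen after the values they measure had been seen. The 12 mice were also divided 6 against 6 in 100 ways, drawn from the 462 possible with the real one included, and the divisions that gave a result as large as the real one were counted. For the 0 genes past both thresholds and the 0 genes at an adjusted p of 0.05, it was 100 of 100 in each case, which no division could change and which therefore decides nothing. For the 636 genes at an unadjusted p of 0.05 it was 23. For the genes with a ratio of the group means past 2 it was 90 of 100 over all genes, 50 among genes with a mean of at least 1 FPKM and 60 among genes whose highest mouse had at least 1 FPKM. For the lists, camera gave a p as small in 94 (PPARA targets), 38 (fatty acid degradation), 58 (retinol metabolism) and 43 (arachidonic acid metabolism) of the 100. For fatty acid degradation, camera's own unadjusted p was 0.00743, so camera at an inter-gene correlation of 0.01 gave too small a p in these mice. Each of the results above 0 is in line with a chance division of the mice.

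Con 6 stood out in the mean log2 value of the bile duct and gallbladder list (2.54 against 1.32 to 1.74 in the other Con mice, Dixon's ratio 0.657), but not in its sum. Of the 16 genes, 7 have a mean of at least 1 FPKM over the 12 mice. A relative depth of 0.984 does not explain Krt19 at 18.1 FPKM against 5.50 at most in the other mice, or Muc1 at 11.2 against 4.02. A lower hepatocyte share stays open, since the tables go both ways. By its sum the hepatocyte list was lowest in Con 6 (86076 FPKM, against 91421 to 112704 FPKM in the other mice), but by its mean log2 value (11.91) it was not, with Con 4 at 11.89 and Exe 6 at 11.86. Of 14 lists of other cell types and tissues, 4 had their highest mean log2 value in Con 6: mesothelium (2 of its genes are also in the bile duct list), smooth muscle and fibroblasts, kidney and intestine. The lists of T cells, B and plasma cells, red blood cells and adipose tissue, also 4, had their lowest there. Bile duct or gallbladder epithelium in the sample is a candidate explanation, with 9 of the 16 genes highest in Con 6. The paper's tissue collection avoided the bile ducts at the lobe stem. No biological explanation was tested.

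Of the 98 genes with a ratio past 2 among those whose highest mouse had at least 1 FPKM, 44 were highest in Con 6. Without Con 6, 51 of the 98 were still past 2 in the same direction, where 78 to 94 were without any other mouse. The values of Con 6 alone therefore do not account for the whole set. Of the 44 genes highest in Con 6, 43 had a ratio that was no longer past 2 in the same direction without this mouse. Exe 5 held the highest value of 13 of the 98 genes.

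Acute-phase genes varied widely between mice, with Saa1 from 148.5 to 9259.8 FPKM. The mean log2 value of 8 such genes was 8.41 ± 1.83 in Con mice and 7.72 ± 1.48 in Exe mice (SD, n = 6, exact two-sided permutation p = 0.47). Cyp4a10 and Cyp4a14 may be lower in mice with higher acute-phase genes. Pearson's r over the 12 mice was -0.59 for Cyp4a10 (permutation p = 0.041, adjusted over the 2 relations 0.041) and -0.679 for Cyp4a14 (0.0122, adjusted 0.0244). Spearman's rho was -0.531 (permutation p = 0.0785, adjusted 0.0785) and -0.629 (0.0329, adjusted 0.0658). Without Con 1 and Exe 5, the farthest mice, r was -0.444 (permutation p = 0.199) and -0.614 (0.0544), so the relation rests in part on those 2 mice and stays open. Within groups, r was -0.721 in Con mice (p = 0.0694) and -0.591 in Exe mice (p = 0.221) for Cyp4a10, and -0.866 (p = 0.00556) and -0.686 (p = 0.153) for Cyp4a14, by exact two-sided permutation tests. Acute-phase differences do not account for the whole difference between Con and Exe mice, since with this mean as a covariate the log2 fold change of Cyp4a14 was 1.77 (standard error 0.37) and that of Cyp4a10 was 1.02 (standard error 0.23). With the covariate, their adjusted p from limma with Benjamini-Hochberg adjustment was 0.376 and 0.486, within a range of 0.332 to 0.9993 over the alternatives of both genes.

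Between groups, the 19 marker lists were compared in their mean log2 values by exact two-sided permutation tests (n = 6), a comparison added after the data were seen. The lowest p was 0.00866 for B and plasma cells (difference 0.21, adjusted over 19 lists 0.165), and no list passed after adjustment. The differences between Exe and Con mice were 0.18 for pancreatic acinar cells, -0.15 for bile duct and gallbladder epithelium, 0.0046 for skeletal muscle, -0.07 for adipose tissue, 0.31 for red blood cells, 0.06 for neutrophils, 0.05 for T cells and 0.02 for squamous epithelium. They were 0.02 for mesothelium, -0.04 for smooth muscle and fibroblasts, -0.07 for the adrenal gland, -0.02 for kidney, -0.05 for intestine and 0.04 for heart muscle. They were -0.13 for circadian clock genes, -0.20 for heat shock and immediate early genes, 0.02 for male genes and 0.03 for hepatocytes. The sums of FPKM, which were not tested between groups, can read differently. The hepatocyte sum was 94760 ± 5608 in Con and 104400 ± 7451 in Exe mice. The adipose tissue sum was 1102 ± 315.4 in Con and 807.4 ± 191.2 in Exe mice. The 4 male genes were expressed in both groups, at summed FPKM of 39.6 ± 2.00 in Con and 40.3 ± 3.80 in Exe mice.

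The list of genes the paper names for its protein and acetylation results only was fixed with 25 genes. Ppara, with a log2 fold change of -0.07, was taken off it after its values were seen. The paper gives no protein or acetylation result for Ppara. All 24 genes left were tested, and 19 were higher and 5 lower in Exe mice, with log2 fold changes from -0.15 to 0.57. At an unadjusted p of 0.05, 3 passed. With Benjamini-Hochberg adjustment of limma's p-values, 0 passed over all genes tested and 1, Cyp2c54, adjusted over the list alone (adjusted p = 0.0196). The study chose this list in the same experiment, so this is not independent evidence. Cyp2c54 had a log2 fold change of 0.57, with 5 of 6 Exe mice above every Con mouse. Adh5 had a smaller log2 fold change of 0.14, with 6 of 6 Exe mice above every Con mouse (exact two-sided permutation p = 0.00217). Its adjusted p from limma over all genes tested was 0.793.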
